A study of Rattus norvegicus with 24 samples.

How the data were processed

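Lung tissue of rats was profiled in 24 samples by Illumina sequencing of mRNA, per the labels' protocols. The sample titles carry a letter, A, B, C or G, and a number from 1 to 6, and the letter was taken as the group, with 6 samples in each of 4 groups. All 24 samples carry the same protocol label, smoky coal, a bituminous coal whose smoke is rich in polycyclic aromatic hydrocarbons. The labels do not say what the letters stand for, whether any letter is a control, or what the numbers mean, so every direction given here is that of the letters alone.

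The authors deposited a single table of signal values, which from their form are normalized read counts per gene, for 30667 genes and 24 samples. No label or header names the aligner, the counting tool, the normalization, the genome build or the annotation, and none of the steps is stated here as known. Low values lie close to whole numbers, after division by a scale between 0.963 and 1.05 that differs by sample. Of the values under 7.5, between 98.6% and 100% per sample lay within 0.1 of a whole number on that scale. The offset from whole numbers grew with the value, so no constant step gave back the reads, and tests built for raw counts were not used. The lowest total of any gene over the 24 samples was 24.8, which points to a filter on low genes before deposit. The summed values were 61717516 to 66007148 per sample. Because the values had been adjusted toward a common size, the number of reads sequenced per sample is unknown, and no interval based on counting error is given for single samples.

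The row names are gene symbols. Against the rat RefSeq gene table of assembly GRCr8, which was used for names only, 16143 of the 30667 names (52.6%) matched a symbol, and these rows held 89.4% to 92.9% of the summed values in each sample. A further 496 names matched only a synonym. Names in the form of mouse clone or gene-model names made up 11535 rows (37.6%), which held 3.15% to 4.02% of the values, and 3 of 47286 rat RefSeq symbols have that form. Another 23 row names had been turned into dates. The names were used as deposited, no coordinates are given because the build is not stated, and a value of a gene with close paralogs or an overlapping antisense gene is uncertain, since the counting of shared or stranded reads is not stated.

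The design fixed before the data were examined assumed raw counts or FPKM-like values. Normalized counts follow its second branch: limma-trend (limma 3.58.1, R 4.3.3) on log2(value + 1), with genes of a mean of at least 0.5 over the 24 samples, which all 30667 genes passed. A single linear model with the 4 group means was fitted to all 24 samples, so that the 6 pairwise contrasts shared an estimate of the spread, and an F test with 3 degrees of freedom asked for any difference among the 4 groups. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes of each test, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes.

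Genes named in the text follow a rule written before the data were examined. It comprises 8 preset genes (Cyp1a1, Cyp1b1, Nqo1, Mki67, Spp1, Mmp12, Sftpc and Scgb1a1), the genes with the highest and lowest significant log2 fold change per pair with no overlap between the groups, at most 2 in each direction, and the 4 genes with the smallest F test p-value. Likewise 19 gene lists, of 4 to 15 genes found in the table, were fixed beforehand: AhR and NRF2 targets, proliferation, alveolar type 2, alveolar type 1, club cell, ciliated cell, basal and squamous, macrophage activation, neutrophil and acute inflammation, T and NK cell, B and plasma cell, extracellular matrix, interferon response, endothelium, smooth muscle, cardiac muscle, red blood cell, immediate early response and Y chromosome. AhR is the aryl hydrocarbon receptor and NRF2 a transcription factor of the oxidative stress response. Each list was tested in each contrast with camera (preset inter-gene correlation 0.01), with adjustment over the 114 tests, and with fry and camera with an estimated correlation beside it. A list score of a sample is the mean over the list's genes of the log2 value minus the gene's mean over the 24 samples. The share of variance between samples that the letters account for was taken from a permutational analysis of variance on Euclidean distances over 100000 arrangements of the letters, the real one included.

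Whether equal numbers mark related samples was checked as the correlation of deviations from the group means over 21922 genes with a mean of at least 10. In B against A the 6 same-number correlations lay between 0.17 and 0.59, and in C against B between 0.13 and 0.60, all over the limit of 0.1. In those contrasts the pairing rests on the data alone, since no label states it. In each of the other 4 contrasts at least 1 of the 6 pairs was at or under 0.1, so the numbers were not treated as pairing those samples.

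Samples were compared for possible duplicates over 9352 genes with a mean of at least 1000. The SD of the log2 difference was at least 0.132 for every pair, against 0.0353 expected from counting noise alone at the normalized counts. No pair agreed within that noise, and each sample was counted once. The comparison does not tell whether samples came from the same animal. All 24 columns were mapped by title, and 0 columns were left unmapped.

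The tests were tried on simulated log2 values with the means and spreads of the 30667 genes. Of 200 genes changed by a log2 change of 2 in G, 190 (95.0%) were called in the right direction in G against A, with 10 calls among the 30452 unchanged genes. B against A gave 0 calls, a shifted list was called in 3 of 3 contrasts, and 0 of the 111 other list tests were called. For the number of the sample, 137 of 200 changed genes and, without a change, 0 of 30667 genes were called. The simulated genes were drawn independently of one another, and the letter and list tests held no effect of number. The 0 of 111 therefore does not show how often camera calls lists of correlated genes. Random regroupings of the real samples gave a median of 39 list calls.

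The alternatives tried were quantile normalization, scaling to a common 75th percentile, a pseudocount of 0.1, sample quality weights, other filters, fits to the 12 samples of a pair, the sample number as a replicate block, other set tests and distances, and leaving out each sample in turn. Their effects, and counts from random regroupings of the samples, are in the closing section.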

Results

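The series describes a rat model of lung cancer induced with smoky coal, set up to study the mechanisms behind lung cancer. Gene expression was measured by mRNA sequencing in 24 lung tissue samples in 4 letter groups, A, B, C and G, with 6 samples each. The labels name no treatment, dose, time point or control for any letter, so the question asked of each pair was only whether expression differed between the letters. Values are normalized read counts per gene. Their sum per sample ranged from 61717516 to 66007148, a ratio of 1.07 between the highest and lowest sample, and the sequencing depth before normalization is unknown. The 10 most abundant genes took 4.65% to 6.17% of the values in a sample, and Sftpc, which encodes surfactant protein C of alveolar type 2 cells, took 0.930% to 1.45%.

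The first question was how much of the variation between samples followed the letters. The letter accounted for 11.7% of the variance in log2 normalized counts over 30667 genes, against 13.04% expected by chance for 4 groups of 6 (permutation test over 100000 arrangements of the labels, p = 0.946). That chance share takes no account of the numbers, over which the letters are balanced, so it does not put the letters below chance. With labels permuted within numbers the same 11.7% had p = 0.212 (permutation test). Among other distances and scalings the share moved most with the 500 most variable genes, to 9.20%. The first 3 principal components carried 10.97%, 9.23% and 8.43% of the variance. Of the variance along the first, 4.53% lay between letters and 65.1% between sample numbers. Along the second these shares were 1.09% and 66.8%, and along the third 12.2% and 55.6%. The SD of log2 differences between samples of the same number had a median of 0.238, lower than the 0.338 between samples of the same letter and the 0.340 between samples that shared neither.

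**Figure D1:**
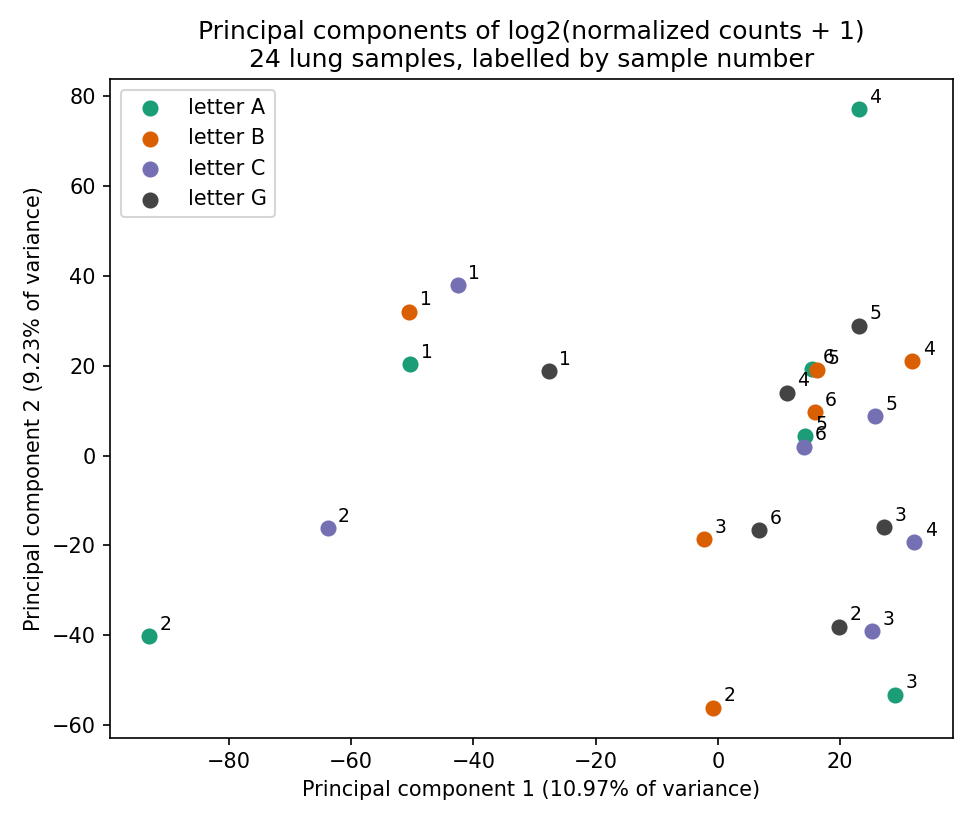
Each point is 1 of the 24 samples, coloured by title letter and labelled with its number, on principal component 1 (10.97% of variance, x axis) and principal component 2 (9.23%, y axis) of log2(normalized counts + 1). The letters overlap, while the 4 samples numbered 1 have component 1 scores from -50.5 to -27.6; A2 and C2 are the samples farther left.

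Across the 4 letters, 2 genes had an adjusted p-value under 0.05 in the limma F test, and 1199 genes had an unadjusted p-value under 0.05. They were Ahrr (adjusted p = 4.01e-05) and Syt12 (adjusted p = 0.0458). Quantile normalization and scaling to the 75th percentile each gave 1 gene, with an adjusted p for Syt12 of 0.0766 and 0.0524. Of the 24 fits that left out 1 sample, 20 also gave 1 gene. Ahrr passed the threshold in all 24, and Syt12 passed in 4, those without A1, A3, B6 or C6, with an adjusted p of up to 0.300 in the others. The 2 genes with the next smallest F test p-values were Errfi1 (adjusted p = 0.119) and Arrdc3 (adjusted p = 0.376), and neither passed the threshold.

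Among the letters A, B and C no gene passed the threshold in any pair. B against A gave 0 genes and 1099 at an unadjusted p under 0.05. C against A gave 0 genes and 913 unadjusted. C against B gave 0 genes and 558 unadjusted. Differences between these letters were therefore smaller than the spread between samples could resolve for single genes.

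G against A gave 1 gene higher and 1 lower, with 2500 genes at an unadjusted p under 0.05. G against B gave 0 higher and 1 lower, with 1125 unadjusted, and G against C gave 0 higher and 2 lower, with 1235 unadjusted. In G against A the fit restricted to the 12 samples of the pair gave 5 genes. With the sample number as a block, G against A gave 391 genes (209 higher, 182 lower), G against B 2 and G against C 11. The numbers do not pair the samples of these contrasts by the rule used, which asks for all 6 pairs. Samples of equal number were still more alike there, with mean correlations of 0.19, 0.29 and 0.20 in G against A, B and C. The counts without a block may therefore miss differences.

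Ahrr, which encodes the repressor of the aryl hydrocarbon receptor and is itself switched on by that receptor, was lower in G than in every other letter. It had 395 ± 148 normalized counts in A (SD, n = 6), 441 ± 121 in B, 389 ± 146 in C and 77.0 ± 20.7 in G. The ranges did not overlap: the highest G sample had 97.8 normalized counts and the lowest sample of the other letters 228. The log2 fold change of Ahrr was -2.31 in G against A (SE 0.26, limma adjusted p = 0.000165), -2.51 in G against B (adjusted p = 3.50e-05) and -2.28 in G against C (adjusted p = 0.000210). As the ranges did not overlap, G was necessarily lower in 6 of 6 same-number comparisons in each contrast. The Ahrr call held in all 3 contrasts in each of the 24 fits that left out 1 sample, with adjusted p-values up to 0.00133.

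Errfi1 encodes an inhibitor of epidermal growth factor receptor signalling. It had 15656 ± 2181 normalized counts in G and 6407 ± 1784 in A (SD, n = 6), a log2 fold change of 1.33 in G against A (SE 0.20, limma adjusted p = 0.0122). The highest A sample had 8315 and the lowest G sample 12310, so Errfi1 was necessarily higher in 6 of 6 numbers. The call depended on single samples: the adjusted p rose to 0.0567 without A2, and it was also lost without A4 or without G4. B and C lay between, at 11297 ± 3428 and 10220 ± 2638, and Errfi1 passed the threshold in no other pair.

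Syt12, a synaptotagmin gene, had 143 ± 22.9 normalized counts in G and 271 ± 41.2 in C (SD, n = 6). Its log2 fold change in G against C was -0.92 (SE 0.14, limma adjusted p = 0.0151), lower in 6 of 6 numbers. This call was lost in 6 of the 24 fits that left out 1 sample, those without C3, C4, C5, G2, G5 or G6, where the adjusted p reached at most 0.0790. Syt12 was lower in 6 of 6 numbers against A and B as well, with log2 fold changes of -0.73 (adjusted p = 0.154) and -0.82 (adjusted p = 0.0860), which did not pass the threshold. The highest G sample had 172 and the lowest sample of the other letters 182, so the counts of numbers follow from the ranges. Arrdc3 was higher in G than in A by a log2 fold change of 0.93 (adjusted p = 0.0503). These values are from the fit without a block. With the number as a block, Syt12 passed in G against A, B and C (limma adjusted p = 0.00760, 0.0106 and 0.00185). Arrdc3 then passed in G against A (adjusted p = 0.00760).

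**Figure D2:**
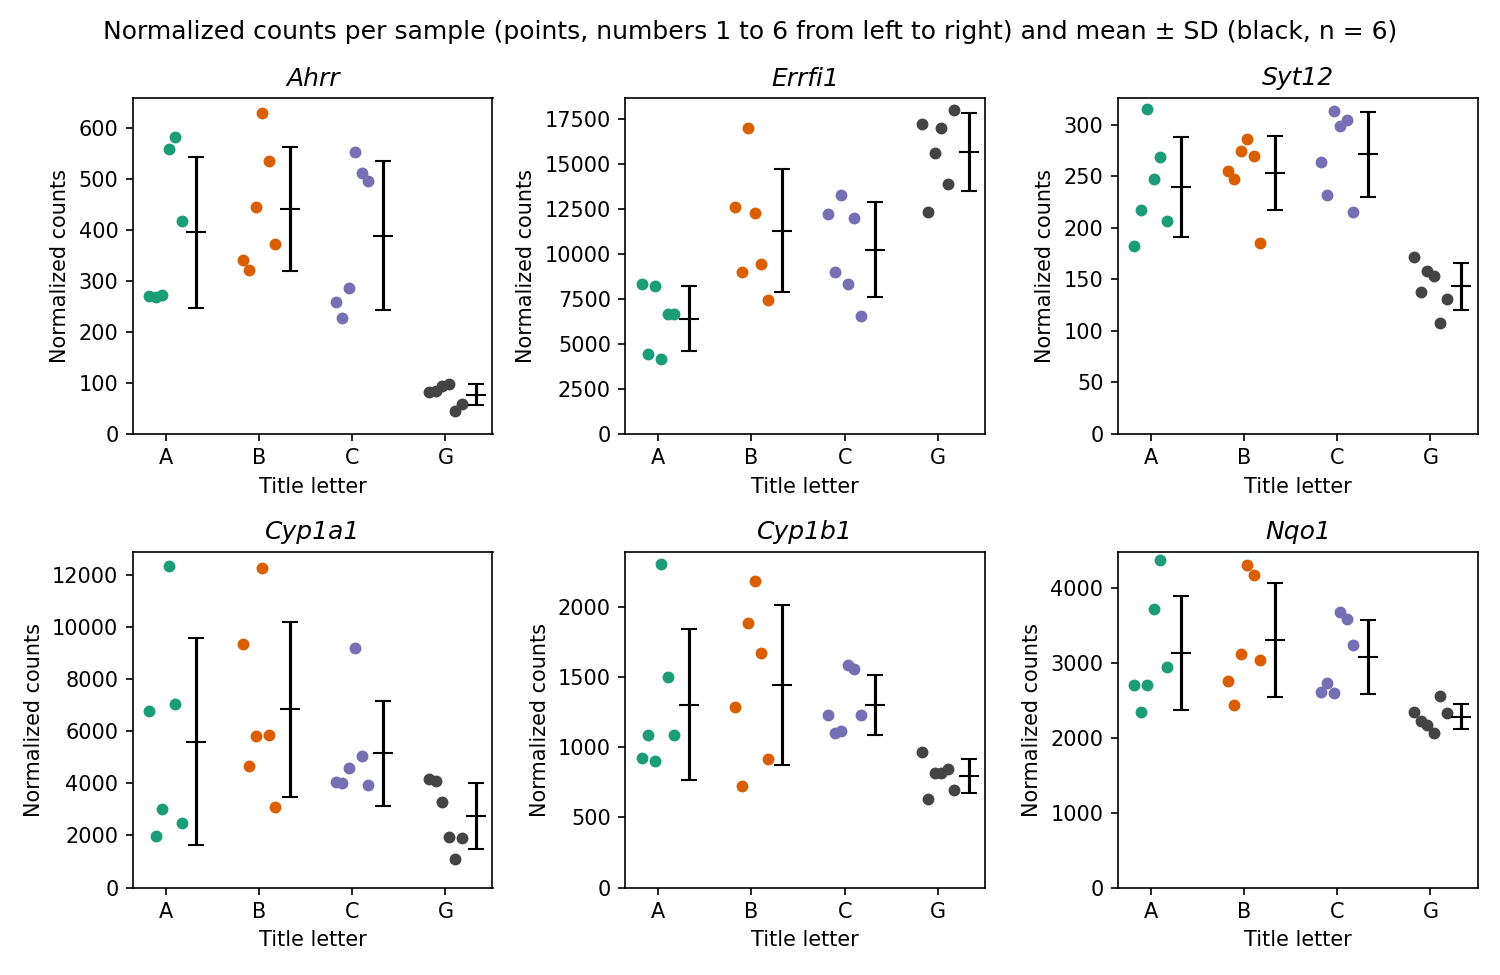
Normalized counts (y axes, from 0) of 6 genes in the 24 samples by title letter (x axes); points are samples, and black bars are the mean ± SD of 6 samples. Ahrr lies between 45.4 and 97.8 in G and at 228 or more in the other letters, while Cyp1a1, Cyp1b1 and Nqo1 overlap between G and at least 1 other letter.

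Of the 8 genes fixed beforehand, 0 passed the threshold over all genes in the F test, and 2 passed when adjusted over the list alone, Cyp1b1 and Nqo1 (limma adjusted p = 0.0399 each). Cyp1a1, whose product oxidizes polycyclic aromatic hydrocarbons, had 5606 ± 3958 normalized counts in A, 6848 ± 3360 in B, 5149 ± 2030 in C and 2749 ± 1279 in G (SD, n = 6), and an adjusted p of 0.0595 over the list alone. Cyp1b1 had 1303 ± 539 in A, 1446 ± 569 in B, 1305 ± 214 in C and 796 ± 119 in G. Nqo1 had 3132 ± 762 in A, 3306 ± 766 in B, 3076 ± 491 in C and 2281 ± 169 in G, and was lower in G in 6 of 6 numbers in each of the 3 contrasts. The proliferation gene Mki67, the macrophage genes Spp1 and Mmp12, Sftpc and the club cell gene Scgb1a1 had adjusted p-values over the list alone between 0.756 and 0.974. Mmp12 leaned higher in G, with log2 fold changes of 1.06, 1.11 and 0.82 against A, B and C. It was lower in G in 0, 0 and 1 of 6 numbers. With the number as a block its limma F test gave an adjusted p of 0.278 over all genes. Mki67 averaged 921 to 1531 normalized counts per letter, Spp1 160 to 337, Mmp12 196 to 462, Sftpc 705537 to 759054 and Scgb1a1 467250 to 487357.

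For the 19 gene lists, camera with a preset correlation called 21 of 114 list and contrast pairs, 6 higher and 15 lower, with 39 at an unadjusted p under 0.05. Under fry 3 calls held, the AhR and NRF2 targets in the 3 contrasts of G, and with an estimated correlation 0 held (7 unadjusted). Random regroupings of the 24 samples gave as many camera calls in 99 of 100 splits, the real one included. Shuffling the letters within sample numbers gave as many in 78 of 100. The number of camera calls therefore did not exceed what the spread between samples gives. As many fry calls came in 1 of 100 splits within numbers. The AhR and NRF2 list had median log2 fold changes of -0.38, -0.19 and -0.27 in G against A, B and C, over 14 genes, with 13, 13 and 12 of them lower. Its camera adjusted p-values were 1.52e-08, 1.48e-11 and 3.38e-10, and its fry values 0.0319, 0.0319 and 0.0470. The score of this list lay at or under -0.26 in the 6 G samples and at or above -0.16 in the 18 others. This list was as strong in all 3 contrasts of a letter in 1 of 100 random splits, the real one, and any of the 19 lists was as strong in 5 of 100. Without Ahrr the AhR and NRF2 list was no longer called by fry, at 0.244, 0.244 and 0.289.

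The other list calls were lower basal and squamous and interferon lists in B, C and G than in A, with medians from -0.25 to -0.45; within A, sample A4 stood out in the basal and squamous score (2.70) and A2 in the interferon score (1.57). The red blood cell list was lower in G, with medians of -1.55, -1.36 and -1.44 against A, B and C over 4 genes. The remaining camera calls concerned alveolar type 1 and type 2, neutrophil, T and NK, B and plasma cell and cardiac muscle lists. Proliferation, club cell, ciliated cell, macrophage, extracellular matrix, endothelium, smooth muscle, immediate early and Y chromosome lists were called in no contrast. With the number as a block, which the data allow for B against A and C against B, camera called 8 lists in B against A against 5 without it, and 2 in C against B against 0.

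**Figure D3:**
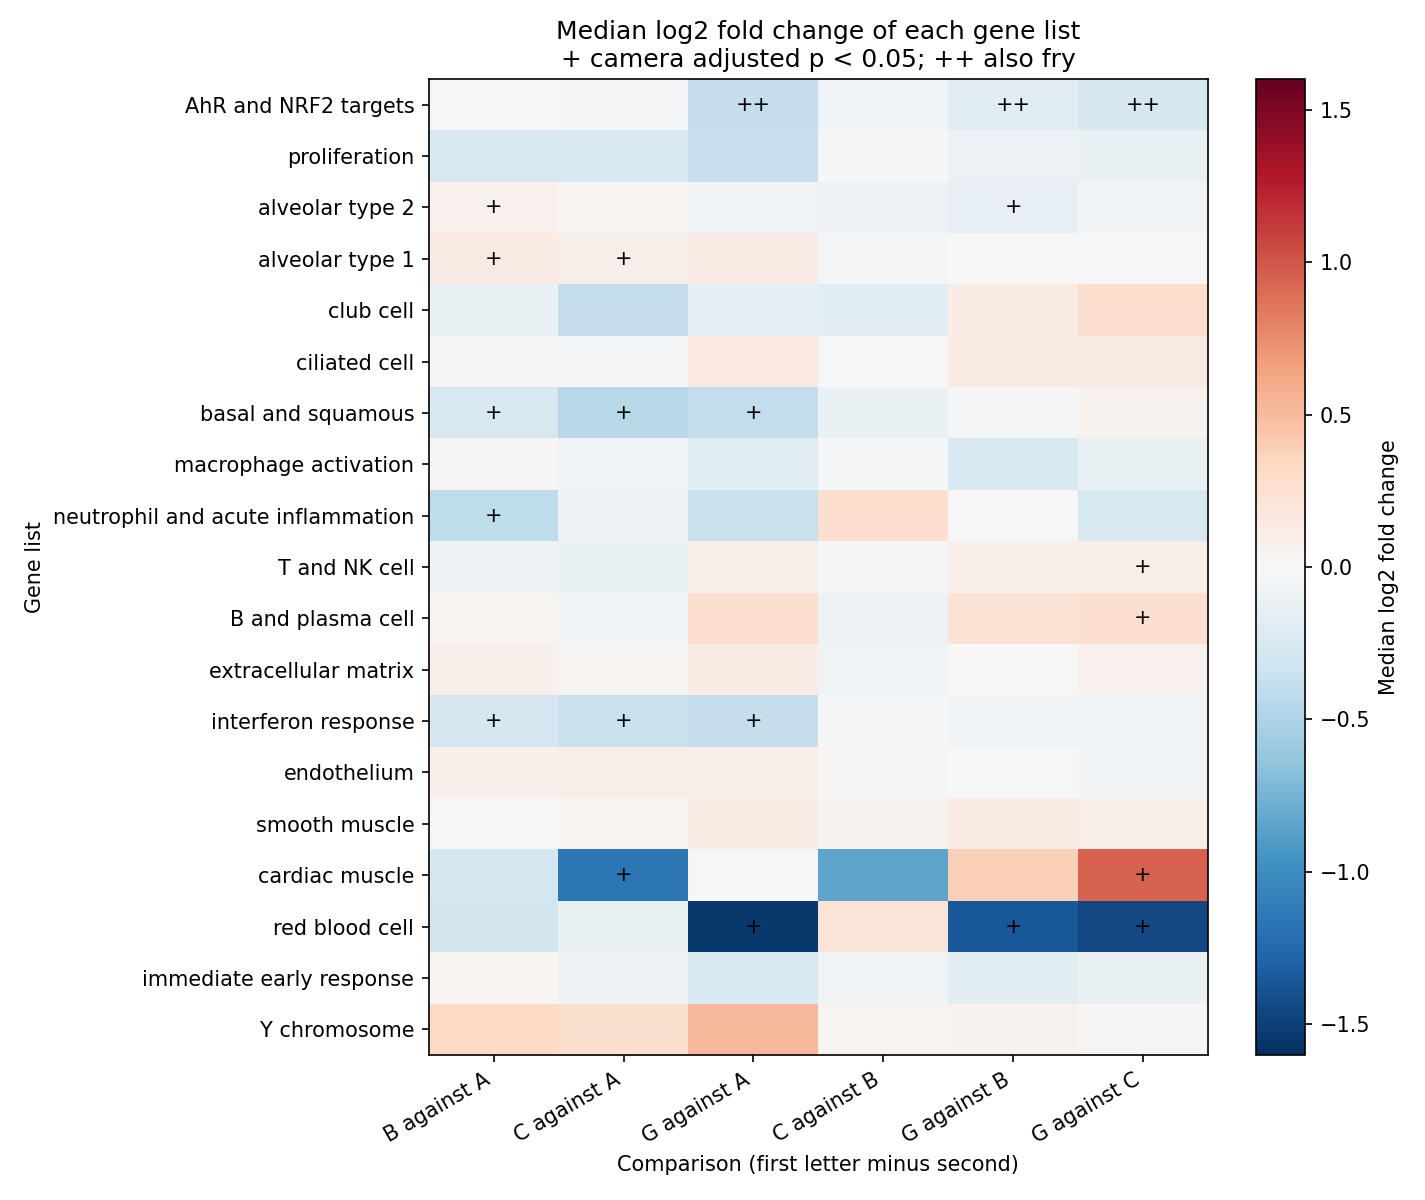
Colour gives the median log2 fold change of 19 gene lists (y axis) in the 6 comparisons of letters (x axis, first letter minus second); a plus marks a camera adjusted p under 0.05 and a double plus a fry adjusted p under 0.05 too. The double plus appears only for AhR and NRF2 targets in the 3 comparisons of G.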

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

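In groups of 6 samples, a sample was picked out when its gap to the nearest other sample, as a share of the group's range, exceeded Dixon's critical value. This happened in 14 of 128 groups of values examined, where chance gives about 6.4. The tests of blood, of other lung cell types, of heart muscle, of shared numbers and of the G5 total were chosen only after the values were seen; the other tests below were fixed before.

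Of the 14 values, 10 belonged to samples numbered 2. Mki67 reached 4647 normalized counts in A2, where the other A samples had at most 1729, and 2644 in C2, against at most 1105. Spp1 reached 1357 in A2 (others at most 208) and 444 in G2 (others at most 179). Mmp12 reached 647 in A2, 857 in B2 and 1797 in G2, where the others of the same letter had at most 180, 141 and 267. The neutrophil and acute inflammation score was 2.94 in A2 and 1.89 in C2, and the interferon score 1.57 in A2. The number 2 samples were not alike in these scores: the neutrophil score was 0.45 in B2 and -0.28 in G2, and the interferon score was -0.51 in G2. On the log2 scale 3 of the 8 values of single genes picked out in all samples would have been picked, so part of the pattern reflects the skew of these counts.

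More blood in the sample is contradicted for A2, whose red blood cell score differed from the mean of the other A samples by -2.23. Library scaling is contradicted too: after quantile normalization the neutrophil score of A2 still lay 2.74 above the next A sample. A lower share of the main lung cells would raise the other cell types alike, but the lists of 9 cell types moved apart in A2, measured against the mean of the other A samples. Macrophage activation rose by 1.09, T and NK cell by 1.01 and club cell by 0.69, cardiac muscle (0.004), smooth muscle (-0.04) and B and plasma cell (-0.09) stayed near 0, and ciliated cell (-0.41), endothelium (-0.60) and red blood cell (-2.23) scores were lower. The neutrophil score rose by 2.10 more than the largest rise among the 9 lists. Endothelium is itself a main lung cell type, so its fall does not argue against a lower share. The alveolar type 1 score of A2 was also low, at -0.59, where the lowest of the other A samples was -0.26 in A4. The alveolar type 2 score of A2 was 0.10. A lower share of some main lung cells stays open, but it would not by itself move the lists other than endothelium apart. A rise of immune cells in general stays open. These tests cover A2 and not the other samples numbered 2. An acute inflammatory episode in A2 and C2, or for the genes raised in several letters a shared feature of samples numbered 2, stays open, since the labels do not say what the number means. No biological explanation was tested.

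The basal and squamous score of A4 was 2.70, where the other A samples reached at most 0.21. Krt13 had 6899 normalized counts in A4 and at most 78.6 in the other samples, and Lor had 2238 against at most 9.51. Lists of neighbouring tissues, written down before their values were looked at, were then scored. The oesophageal epithelium list, of which 9 of 10 genes were in the table, lay 3.54 above the highest of the other 23 samples, with Krt4 at 5949 normalized counts. It shares 0 genes with the lists fixed earlier, and 2 of its genes have a median of at least 100 normalized counts in the other samples. The skeletal muscle list lay 2.16 above the next sample, B4, which was itself high (3.51, against at most 0.09 in the samples other than A4 and B4). Acta1 had 41069 normalized counts in A4 and 11389 in B4. Cartilage and thymus are contradicted, since A4 lay below the highest other sample by log2 differences of -1.45 and -1.20.

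The cardiac muscle score of A4 was 1.70 above the next sample, but that score ranged from -2.79 to 2.94 in the other samples, so heart muscle in A4 cannot be told apart from this spread. Oesophageal wall, whose muscle is skeletal in rats, is a candidate source of both the squamous and the muscle RNA. B4, which had the muscle genes, had a basal and squamous score of 0.22, with Krt13 at 34.2, Lor at 2.18 and Krt4 at 223 normalized counts, all within the range of the other samples. This argues against skeletal muscle by itself as the source of the squamous genes, though it rests on a single sample. A squamous lesion of the lung stays open for the keratins, as its differentiation genes may overlap with those of the oesophagus (3.54 above), but it would not by itself bring skeletal muscle RNA. Leaving out A4 removed the Errfi1 call in G against A, with an adjusted p of 0.0544.

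Cyp1a1 had 9198 normalized counts in C4, and the other C samples had 3953 to 5067. The number 4 sample also had the highest value in A and B, by a ratio of at least 1.31 to the next sample, so a property shared by samples numbered 4 is a possible explanation. G4 did not share it, since no G sample exceeded 4160.

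The total of G5 was 61717516 normalized counts, under the 64283264 to 64936612 of the other G samples. Divided by its own low-value scale the total was 63781426, inside the 61543437 to 66110552 of the other G samples. The division widened the range of the other G samples, and the scale of low values does not hold for high ones. Whether the authors' adjustment of the counts lowered the total of G5 therefore cannot be told. The immediate early score of G6 was 0.99, against at most -0.05 in the other G samples. Scores of A6, B6 and C6 were also raised, the lowest at 0.39, and each was among the highest 2 of its letter. A feature shared by samples numbered 6, such as the handling time before preservation, may be involved, and nothing in the labels tests it.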

How the results depend on the processing

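No gene called in a pair changed direction under the scalings, the pseudocount, the weights or the block, and no single list call did under the other set tests, quantile normalization or the block. The counts for B against A, C against A and C against B were 0 in every fit. Quantile normalization and 75th percentile scaling each left 1 gene in the test over 4 letters, against 2, because Syt12 rose above the threshold. Sample quality weights gave 3 genes in G against B, where Stk32b and Syt12 joined Ahrr. Fits to the 12 samples of a pair gave 5 genes in G against A, where Cdkn1a, Nfkbia and Sema7a joined Ahrr and Errfi1, and 1 in G against C, Ahrr; these fits have fewer samples to estimate the spread. Genes not covered by the naming rule were named after their values were seen. For the other changes the cause was not tested. The pseudocount of 0.1, a minimum of 0.5 in every sample, a mean of at least 10 and robust empirical Bayes (the last pair chosen after seeing the data) left the counts within 1.5 times. The filter of any value above 0 removed no gene and tests nothing. The DESeq2 alternative was not run, since no raw counts were used here. The median log2 fold change of the genes with a mean of at least 10 moved by less than 0.1 under each scaling.

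Leaving out each sample in turn gave 1 to 2 genes over the 4 letters (1 gene in 20 of the 24 fits, where Syt12 was lost), 1 to 4 in G against A, 1 to 2 in G against B, 1 to 2 in G against C, and 0 in the other pairs. The 4 genes in G against A came without B2 and also without C6, where Nfkbia and Arrdc3 joined in both. The 2 genes in G against B came without A3 and without B6, where Syt12 joined. List calls ranged from 19 to 34, the highest without G1. Higher calls, 6 in the main fit, ranged from 4 (without C4, C6 or G5) to 14 (without A1 or G1). Lower calls, 15 in the main fit, ranged from 12 (without A2) to 22 (without C2). The share of variance between letters ranged from 12.04% to 12.95%, and from 9.20% to 12.4% over other distances and scalings, with no p-value under 0.05.

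Fry gave 3 list calls and camera with an estimated correlation 0 (7 unadjusted), against 21. Among list calls taken singly, 18 were lost under fry, 21 with the estimated correlation and, with single genes included, 4 under quantile normalization. Dropping Ahrr from its list, an alternative chosen after seeing the data, left 3 camera calls and removed the 3 fry calls.

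With the sample number as a replicate block the test over the 4 letters gave 12 genes, G against A 391 (209 higher, 182 lower, including the 2 called without it), G against B 2, and G against C 11 (5 higher, 6 lower). The p-value of the separation of letters was 0.212 when labels were permuted within numbers, at the same 11.7%. List calls rose to 40 with camera and to 6 with fry, the latter fit chosen after seeing the data. The 6 were the AhR and NRF2 list and the red blood cell list, each lower in G against A, B and C. The red blood cell list had fry adjusted p-values of 0.0106, 0.0426 and 0.0179. By the rule used, the numbers do not pair the samples in contrasts other than B against A and C against B. All 6 of the 36 same-number correlations at or under 0.1 lay there, the lowest at -0.05 in G against A. Samples of equal number were still more alike on average. The mean same-number correlation was 0.39 in C against A and 0.19, 0.29 and 0.20 in G against A, B and C. Pairs of other numbers had means between -0.08 and -0.04 in these contrasts. In B against A and C against B the block changed no gene call. Errfi1 passed the threshold over the 4 letters with the block, at an adjusted p of 0.00455. Swapping the letters within numbers gave as many genes in 1 of 32 ways for G against A (at most 57 in the others), in 2 of 32 for G against B and in 1 of 32 for G against C (at most 9 in the others). Shuffling all letters within numbers gave as many genes over the 4 letters in 1 of 100 splits of this fit, and as many camera list calls in 58 of 100.

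Other splits of the samples gave as many genes in 4 of 100 draws for the test over 4 letters (at most 50 genes), 2 of 100 for G against A, 1 of 100 for G against B and 1 of 100 for G against C, the real split included in each. For B against A, C against A and C against B all 100 of 100 splits gave at least the observed 0 genes. For the gene lists 99 of 100 splits gave as many calls, with a median of 39 in the others; splits that ignore the numbers leave the letters unbalanced over them. Shuffling the letters within numbers, a test added after those results were seen, gave as many camera list calls in 78 of 100 splits (median 26 in the others). It gave as many fry list calls in 1 of 100, and as many genes over the 4 letters in 1 of 100. In 72 of 100 splits any of the 19 lists passed the camera threshold in the same direction in all 3 contrasts of G. Passing it in 3 comparisons that share a group therefore says little. At the strength observed, the AhR and NRF2 list itself was matched in 1 of 100 splits, the real one, both with and without Ahrr; these tests were chosen after the values were seen. Any of the 19 lists matched that strength in 5 of 100 splits, and in 19 of 100 without Ahrr. Within numbers the AhR and NRF2 list was matched in 1 of 100 splits, and in 2 of 100 without Ahrr, and any list matched it in 1 of 100 and in 9 of 100. In splits of the 24 samples, a gene called in all 3 contrasts of G appeared in 1 of 100, the real one, with Ahrr. The other letters were not counted in this test or in the 72 of 100. Both counts can therefore understate how often chance sets a letter apart. The unknown depth of the libraries limits what can be said of low genes.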

Other observations

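The tests of scaling, of tissue scores, of numbers 1 and 2, of clock genes and of random regroupings were fixed before their results were seen; the tests of the row names and of the strength of the AhR and NRF2 list were chosen after.

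Sample number, whose meaning the labels do not give, accounted for more of the variation between samples than the letter did. With the letter in the model, 9653 of 30667 genes differed between numbers in the limma F test at an adjusted p under 0.05. Number accounted for 31.7% of the variance between samples, with 21.7% expected by chance (permutation within letters, p = 1e-05, the smallest that 100000 arrangements can give). Shuffling the numbers within letters gave as many genes in 1 of 100 draws, the real one, and at most 157 genes in the others. With A, B and C alone 8622 genes differed. The genes with the smallest p-values included Scn3b, Ciita, Cxcr6, Ccnd2 and Col1a2. What the numbers stand for, such as a collection time, an age or a matched set, is not stated.

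Scaling of the libraries is contradicted as the cause, since 8979 of the genes (93.0%) remained after quantile normalization. Blood, heart muscle or airway in the samples is not the whole cause: with those 3 list scores as covariates 4769 genes (49.4%) remained. That is just under the 50% set beforehand for excluding it, and above the at most 5 genes that 99 shuffles of the numbers gave in that fit, a comparison adopted after the count was seen. Such tissue may still account for part. Numbers 1 and 2 alone are not the whole cause either, as 3689 genes (38.2%) remained with the 16 samples numbered 3 to 6, again under the 50% and above the at most 886 of 99 shuffles in that fit. A biological explanation, such as time on study, stays open and cannot be tested from the labels.

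In A4, B4 and C4 the clock output gene Dbp had 3574, 3198 and 3617 normalized counts, against 380 to 1195 in the other samples of these letters and 489 in G4. Arntl, of the opposite phase, had 2383, 2449 and 2082, against 2876 to 5024 in the others and 4443 in G4. Alox15 had 48612, 49083 and 40089, against at most 25889 in the others and 4128 in any G sample. These genes were noticed in the data. Clock genes not looked at before (Wee1, Usp2, Bhlhe41 and Cry2 for the output phase, Nfil3 and Cry1 for the opposite) were then scored against the median of the letter's other samples. The sets moved apart by 0.997 in A4, 0.90 in B4 and 0.61 in C4 on the log2 scale, and by -0.25 in G4. Among samples with other numbers the separation ranged from -0.80 to 0.70, the highest in B5, so C4 was not outside that range. A collection time of day that differed for A4, B4 and C4 and not for G4 is a hypothesis. The clock genes Nr1d1 and Per3 leave G4 less clear. G4 had the highest values in G, 6138 and 1588 normalized counts, the direction seen in A4, B4 and C4. The lowest values among A4, B4 and C4 were 14053 and 3879. If the time differed for A4, B4 and C4 and not for G4, equal numbers mark a shared collection in A, B and C more than in G.

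Ahrr was lower in G than in the other letters, and Cyp1a1, Cyp1b1, Cyp1a2 and Nqo1 leaned the same way, with log2 fold changes for Cyp1a2 of -0.90, -1.49 and -1.01 against A, B and C. Lower activity of the aryl hydrocarbon receptor in G is a candidate explanation. Over all genes Ahrr was the only one of these past the threshold in the fit without a block. With the number as a block Nqo1 also passed in G against A (limma adjusted p = 0.0263). The numbers do not pair the samples of that contrast by the rule used. In the fit without a block, Cyp1b1 and Nqo1 passed when adjusted over the list of preset genes alone. The score of the AhR and NRF2 list was lower in the 6 G samples than in each of the 18 others; without Ahrr 4 of the 6 were. This list reached its strength in 1 of 100 random splits, the real one, with Ahrr and also without it. Any of the 19 lists did so in 5 of 100, and in 19 of 100 without Ahrr. When the letters were shuffled within numbers, any list did so in 1 of 100, and in 9 of 100 without Ahrr, so chance among lists is not excluded for the other targets. Tiparp, another target, changed little, by -0.12, -0.17 and -0.14. The letters' exposures are not stated, so whether G differs in exposure was not tested.

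Of the row names, 37.6% have the form of mouse clone or gene-model names, a form that 3 of 47286 rat RefSeq symbols have. This is consistent with counting on mouse gene models, or with naming rat genes by a mouse list. If rat reads were counted on a mouse reference, genes that diverge between the species would be undercounted in all samples alike, which affects levels more than comparisons between letters. The species of the reads cannot be read from these values.

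H19, an imprinted transcript of muscle and fetal tissue, had 14514 normalized counts in A4 and 2130 in B4, and at most 152 in the other samples. These are the samples with high skeletal muscle scores, where A4 lay 2.16 above B4.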
